A study of Mus with 8 samples.

How the data were processed

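CITE-seq, which counts RNA and antibody tags in single cells, was carried out on sorted blood progenitor cells of mice. The labels name the sorted fraction and not the organ. The fractions were Lin-Kit+ cells (LK) and Lin-Sca1+Kit+ cells (LSK), from newborn mice (P0) and mice 14 days old (P14), either Ifnar+/- or Ifnar-/-. The labels write Ifnar without a number, so the targeted gene was taken to be Ifnar1 and Ifnar2 was read beside it. Each of the 8 combinations of 2 ages, 2 fractions and 2 genotypes had 1 library.

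The values deposited by the authors were counts: raw UMI per feature and barcode, without normalization and without a cell filter, over 32285 genes and 10 antibody tags. Per the file headers the matrices came from Cell Ranger 4, and per the labels the libraries were 10x Genomics Chromium 3' libraries. The genome build, the annotation release and the antibody panel were not stated. A RefSeq table was used only to find which genes lie next to Ifnar1.

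Barcodes were called as cells at 10% of the 99th percentile of gene UMI among the top 3000 barcodes of a library, which gave thresholds from 7470.0 to 14508 UMI. Cells of a library held 98898298 to 288006352 gene UMI, so counting error was small for abundant genes and large for genes with a few UMI. Cells needed at least 500 genes and at most 10% mitochondrial UMI. Doublets marked by Scrublet, as run in scanpy 1.11.5, were removed per library. Scrublet's own threshold marked 0.0196%, 0.0217% and 0% of barcodes in the P0 LSK Ifnar+/-, P14 LSK Ifnar+/- and P14 LSK Ifnar-/- libraries, so in these 3 libraries it did not work as a filter. An alternative that removes doublets at a rate of 0.8% per 1000 cells was added after the data had been seen.

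UMI were summed over the called cells of a library and scaled to its total gene UMI as CPM. Log2 ratios were taken after adding 0.5 counts. An interferon list of 66 genes was written before the data were examined, and 64 of them were found in the features. Each of these had at least 20 UMI over the 8 libraries, the minimum set for the list. The median log2 ratio over these genes was set against 10000 random lists of the same size matched on mean expression. Its 95% interval came from 2000 resamplings of the list genes and describes spread between genes, not between mice. Genes at least 2-fold apart in the same direction in all 4 pairs of a comparison were counted among genes with at least 50 UMI in at least 1 library of every pair.

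Named genes followed a rule fixed before the data were examined. For each comparison these were the 5 higher and the 5 lower genes with the largest value of their smallest absolute log2 ratio over the 4 pairs, without Xist, Tsix and Y-linked genes. The 5 interferon list genes with the highest mean CPM, Ifnar1, Ifnar2, Ly6a, Kit, the sex genes, a fetal list of 10 genes and a hepatocyte list of 10 genes were always read. Some genes that the rule or a cluster would name are not reported here. Genes named outside the rule are said to have been chosen after their values were seen.

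Cells of all 8 libraries were clustered together with 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1 (igraph 0.11.9). The interferon list, sex genes, mitochondrial genes and lists of 20 G1/S and 20 G2M genes were left out of clustering; the G1/S list had no other use. Clusters were named from 73 markers of 12 classes fixed before the data were examined, by a score of at least 0.5. That score was set after the clusters had been seen, and a score of at least 1 was added as an alternative. A first clustering had also left out Ly6a, which the fixed design did not. It was redone as designed after its class shares had been seen, and the version without Ly6a was kept as an added alternative. A further alternative left out genes at least 1.5-fold lower in Ifnar-/- in both P0 pairs, also chosen after seeing the data.

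Each cell was thinned to 2000 UMI before cells with at least 3 UMI of the G2M list were counted. Antibody tags were read as the share of all tags of a library's called cells and as the median per cell. Free RNA was read from barcodes with 100 UMI or fewer.

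There was 1 library per group, so no test between groups was made and no p-value is given. The labels do not say whether the LK and LSK libraries of an age and genotype came from the same mice. The 4 pairs of a comparison are therefore given one by one, are not replicates, and a fit with age and fraction as blocks was left out. Shares of cells have exact Clopper-Pearson 95% intervals and gene CPM have exact Poisson 95% intervals. These intervals cover counting error only. Where a gene had 0 UMI in a library, the fold was taken against a floor of 3 counts in that library.

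Alternatives covered cell calling (a fixed minimum of 2000 UMI), the mitochondrial limit (5%), doublets, library scaling (TMM factors of edgeR 4.0.16 and median-of-ratios factors), the pseudocount (5 CPM), free RNA (5% of UMI removed), gene filters, the fold threshold, a core list of 12 interferon-stimulated genes, equal weights for cell classes, clustering settings, thinning and tag scaling. The 2-fold step of the count rule was tested on simulated Poisson counts. These were drawn from the pooled gene shares of 1 pair, P0 LK, at the total of each library. This covers counting noise in that pair only, not variation between libraries and not the step over 4 pairs. Among 13836 genes, 200 were changed, all by more than the 2-fold cut, and the rest were set equal. Of the changed genes 100% were recovered and 0 unchanged genes were called. The median absolute error was 0.03 on the log2 scale, after removing the median ratio of unchanged genes. No change close to the cut was tried, so this does not show how the step performs there. Python 3.11.15, scipy 1.17.1 and R 4.3.3 were used.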

Results

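The series addresses how interferon signalling acts on blood formation around birth. RNA and 10 surface-protein tags were counted in single Lin-Kit+ cells (LK, a mixture of blood progenitors) and Lin-Sca1+Kit+ cells (LSK, a fraction enriched in stem cells and early progenitors). By the genotype labels, cells came from mice with 1 working copy of the interferon receptor gene (Ifnar+/-) or none (Ifnar-/-), at birth (P0) and at 14 days (P14). Each of the 8 groups had 1 library, so no value has a replicate error. After filtering, 34818 cells remained. At P0 the LK libraries held 5667 Ifnar+/- and 5520 Ifnar-/- cells, and the LSK libraries held 5089 and 3378. At P14 the LK libraries held 2387 Ifnar+/- and 3784 Ifnar-/- cells, and the LSK libraries held 4606 and 4387. Median gene UMI per cell lay between 25628.5 in P14 LSK Ifnar+/- and 45963 in P0 LK Ifnar+/-.

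The targeted gene was read first. Ifnar1 (ENSMUSG00000022967) had 14.6 CPM in Ifnar-/- and 15.7 CPM in Ifnar+/- cells of the P0 LK pair. It had 29.4 and 31.1 CPM in P0 LSK, 20.1 and 23.5 CPM in P14 LK, and 33.4 and 36.9 CPM in P14 LSK. Its log2 ratios were -0.11, -0.08, -0.22 and -0.15, so counts of Ifnar1 transcripts were only slightly lower in Ifnar-/- libraries. The labels do not describe the allele, so the counts of Ifnar1 neither show nor exclude loss of a working receptor. Of the 2 alternatives run for Ifnar1, TMM scaling moved it most, to -0.20 in P0 LSK. Median-of-ratios factors, not run for this gene, shifted all ratios of that pair by -0.15. Ifnar2 (ENSMUSG00000022971) had log2 ratios of 0.09, -0.12, -0.16 and -0.02 in the same order.

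Genes of the sorted proteins were read next. Ly6a (ENSMUSG00000075602), which encodes Sca1, was lower in Ifnar-/- in all 4 pairs. It had 1.53 against 11.1 CPM in P0 LK, 30.4 against 75.8 CPM in P0 LSK, 4.36 against 8.76 CPM in P14 LK and 31.4 against 46.9 CPM in P14 LSK. Kit (ENSMUSG00000005672) went in both directions. It had 130.4 CPM in Ifnar-/- and 146 CPM in Ifnar+/- in P0 LK, 193 and 157 CPM in P0 LSK, 170.0 and 194 CPM in P14 LK, and 231 and 227 CPM in P14 LSK.

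The comparison of Ifnar-/- with Ifnar+/- asks which transcripts depend on the receptor. The interferon list was lower in Ifnar-/- in each pair, with a median log2 ratio of -1.97 in P0 LK (95% interval over genes -3.19 to -1.64), -1.65 in P0 LSK (-2.47 to -1.32), -0.75 in P14 LK (-0.97 to -0.56) and -0.82 in P14 LSK (-1.21 to -0.56). All 64 genes were lower in 3 pairs, and 62 were lower in P14 LK. Each median lay at percentile 0 of 10000 random lists. The list held 4, 1, 3 and 2 genes with 0 UMI in 1 library of the pair, and with these at their floor the medians were -1.99, -1.65, -0.75 and -0.82. The core list of 12 genes moved the medians most, to -5.10, -5.25, -2.14 and -2.36. The smallest value under any alternative came from adding 5 CPM, which gave -0.34 in P14 LK. Among the most abundant list genes, B2m (ENSMUSG00000060802) had log2 ratios of -0.79, -1.18, -0.95 and -0.94. H2-K1 had -0.54, -1.35, -0.87 and -1.21, H2-D1 had -0.57, -1.36, -0.88 and -1.12, Ly6e had -0.31, -0.52, -0.27 and -0.15, and Psmb8 had -0.20, -0.83, -0.15 and -0.21.

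**Figure D1:**
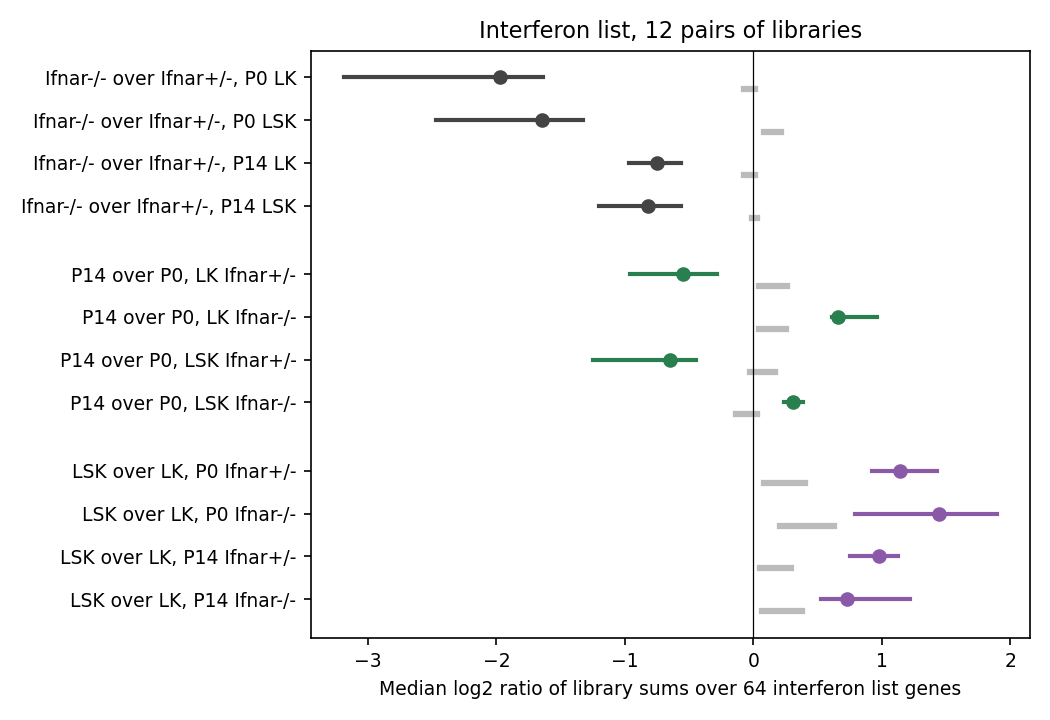
Median log2 ratio over 64 interferon list genes (horizontal axis) for 12 pairs of libraries; coloured lines are 95% intervals over genes and grey lines are the 95% range of 10000 random lists. The 4 genotype medians lie between -1.97 and -0.75, and the age medians are below 0 in Ifnar+/- and above 0 in Ifnar-/-.

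Among 12684 genes, 32 were at least 2-fold lower in Ifnar-/- in all 4 pairs and 0 were at least 2-fold higher. Of the 32 lower genes, 20 were on the interferon list. Adding 5 CPM moved this count most, to 3 genes, which were Ifi27, Ifi27l2a and Rtp4, named after their values were seen. With a minimum of 10 UMI, 1 gene was at least 2-fold higher, Rxrg, also named after its value was seen. The 5 lower genes by the fixed rule were Ifi44, Oas2, Oas1a, Iigp1 and H2-Q7. Ifi44 (ENSMUSG00000028037) had 0 UMI in P0 LK Ifnar-/- against 1457 in Ifnar+/-, at least 381-fold lower. It had 13 against 5376 UMI in P0 LSK and 16 against 1010 UMI in P14 LSK. In P14 LK it had 1 UMI against 118, a rate of 0.00689 CPM (0.000174 to 0.0384) against 1.19 CPM (0.988 to 1.43). Oas2 (ENSMUSG00000032690) had 0 UMI against 957 in P0 LK, at least 250.0-fold lower, and 0 against 66 in P14 LK, at least 32.3-fold lower. Oas1a was 16.1-fold lower in P14 LSK, Iigp1 was 15.5-fold lower in P14 LSK and H2-Q7 was 15.5-fold lower in P0 LSK, the smallest of their 4 folds. The Oas, Iigp, Tgtp and H2-Q families hold similar paralogs, so counts of single members depend on how shared reads were assigned.

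The 5 higher genes by the rule were Trib3, Cdk5rap1, Zmat3, Skap1 and Wtip, all under 2-fold in at least 1 pair. Trib3 (ENSMUSG00000032715) had log2 ratios of 0.92, 1.39, 0.47 and 0.44 in P0 LK, P0 LSK, P14 LK and P14 LSK. Cdk5rap1 had 0.70, 0.80, 0.47 and 0.40, Zmat3 had 0.54, 1.19, 0.33 and 0.35, Skap1 had 0.59, 0.68, 0.32 and 0.45, and Wtip had 0.29, 0.93, 0.40 and 0.40.

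Within single cell classes with at least 100 cells in both libraries, the interferon list was lower in Ifnar-/- in 15 of 15 combinations of class and pair, with medians from -2.30 to -0.51. Lowering the minimum to 50 cells gave 18 of 18. Adding 5 CPM moved these medians most, to between -1.34 and -0.15. In HSC-like cells the medians were -1.91 in P0 LK, -1.64 in P0 LSK, -0.78 in P14 LK and -1.01 in P14 LSK.

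The age comparison asks how these programmes change over the first 14 days. The labels name no organ, so a difference in organ between P0 and P14 cannot be told apart from age. In Ifnar+/- cells the interferon list was lower at P14 than at P0, with a median log2 ratio of -0.55 in LK (-0.96 to -0.29) and -0.64 in LSK (-1.25 to -0.45). In Ifnar-/- cells it was higher at P14, by 0.66 in LK (0.62 to 0.97) and 0.31 in LSK (0.24 to 0.39). The medians of all genes were 0.16 in both LK comparisons, 0.07 in LSK Ifnar+/- and -0.06 in LSK Ifnar-/-. Without genes at or under the floor in both libraries, 60 LK and 62 LSK genes were left in Ifnar-/-, with medians of 0.67 and 0.33. The core list moved the Ifnar+/- medians most, to -1.86 and -1.91, and no alternative changed a sign. The most abundant list genes went against the median in Ifnar+/- LK cells, where B2m was higher at P14 by 0.40, H2-K1 by 0.76, H2-D1 by 0.79, Ly6e by 0.32 and Psmb8 by 0.60. The list's genotype difference at P14 minus that at P0 was 1.33 in LK and 0.93 in LSK.

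Among 13097 genes, 121 were at least 2-fold higher and 150 at least 2-fold lower at P14 in all 4 pairs. By ratio, adding 5 CPM moved this count most, from 271 to 24. A 1.5-fold threshold raised it to 753. The 5 higher genes by the rule were Dntt, Cd163, Ly6d, I730030J21Rik and Fosb. Dntt had log2 ratios of 8.74 and 9.26 in LK Ifnar+/- and Ifnar-/-, and 8.25 and 9.06 in LSK. Cd163 had 4.89, 3.93, 3.16 and 6.63 in the same order. The last rested on 1 UMI at P0, a rate of 0.00749 CPM (0.000190 to 0.0417) for Cd163. The 5 lower genes were Ndufa4l2, Alb, Igf2bp1, Serpina1e and Ttr. Alb had 0 UMI in all 4 P14 libraries and 289 to 516 UMI at P0, at least 57.8-fold lower in each pair. Ndufa4l2 had 6 UMI at P14 against 20284 at P0 in LK Ifnar+/-, and 7 against 27535 in LK Ifnar-/-. Igf2bp1 had 592 UMI at P0 and 0 at P14 in LK Ifnar+/-, at least 67.8-fold lower.

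The fraction comparison sets LSK against LK cells. The interferon list was higher in LSK, with medians of 1.14 at P0 in Ifnar+/-, 1.44 at P0 in Ifnar-/-, 0.98 at P14 in Ifnar+/- and 0.73 at P14 in Ifnar-/-. With genes at 0 in 1 library at their floor and genes at or under the floor in both left out, the Ifnar-/- medians were 1.30 and 0.79. Medians of all genes were 0.30, 0.55, 0.20 and 0.28 in the same order. Equal weights for cell classes lowered the list medians most, to 0.23, 0.33, 0.25 and 0.22. Within HSC-like cells the LSK over LK medians were 0.07, 0.17, 0.05 and 0.00.

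Among 13307 genes, 1407 were at least 2-fold higher and 357 at least 2-fold lower in LSK in all 4 pairs. By ratio, adding 5 CPM moved the count most, from 1764 to 306. A 1.5-fold threshold raised it to 3325. The split depended on scaling, with 1027 higher and 462 lower under TMM factors. Higher genes by the rule were Fam155a, Gm35551, Mb21d2 and Susd4, and their smallest log2 ratios lay between 2.63 and 2.76. The 5 lower genes were Prg2, Elane, Mefv, Ly6c2 and Hp. Prg2 had log2 ratios of -8.65, -7.81, -6.77 and -6.22, and Elane had -6.48, -4.81, -5.74 and -5.44, in the order P0 Ifnar+/-, P0 Ifnar-/-, P14 Ifnar+/- and P14 Ifnar-/-.

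Clustering gave 23 clusters, of which 22 were named. Although the interferon list was left out of clustering, 3 clusters had list genes among their leading genes. A cluster of 2704 cells led by Ccl4, Trbc2, Isg15 and Ifi27l2a and a cluster of 1551 cells with Trbc2, Ighm, Ifi27 and Rtp4 among its leading genes were named lymphoid-primed with scores of 0.53 and 0.57. A cluster of 328 cells with Ifi27l2a, Oasl2 and Isg15 among its leading genes was named HSC, with a score of 1.01. These 3 are named here as interferon-led clusters beside their class. The stress genes Mt1 and Mt2 were among the leading genes of erythroid clusters of 2674 and 1192 cells. Leading genes were read after the clusters were seen.

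HSC-like cells made up 88.9% (87.8 to 90.0) of the P0 LSK Ifnar-/- library and 56.3% (55.0 to 57.7) of the P0 LSK Ifnar+/- library. The difference of 32.6 percentage points was positive in all 12 clustering and filtering settings, but its size ran from 2.95 points at resolution 0.5 to 33.9 points. Leaving Ly6a out of clustering gave 16.3 points, and leaving out genes lower in Ifnar-/- at P0 gave 19.7 points. In P0 LK, HSC-like cells made up 9.82% in Ifnar-/- and 11.8% in Ifnar+/-, and the difference stayed negative, between -4.84 and -1.84 points. In P14 LSK they made up 25.5% and 23.4%, with differences from 0.373 to 2.74 points. The Ifnar+/- share itself ran from 18.1% to 63.4% over the settings. In P14 LK they made up 5.13% and 5.78%, and the sign of the difference changed between settings.

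**Figure D2:**
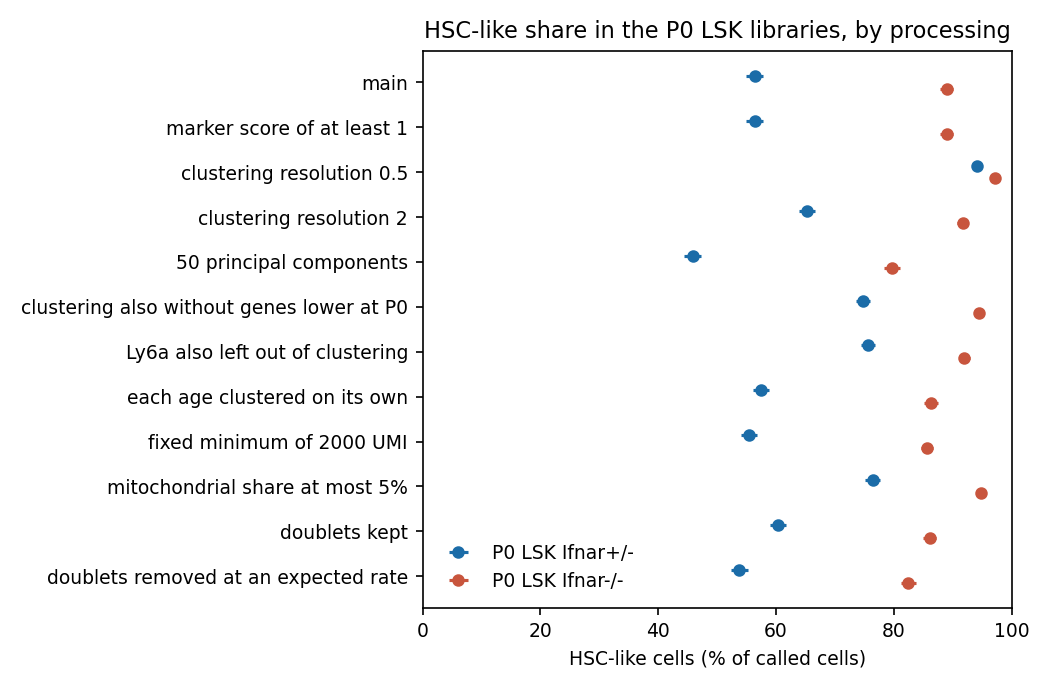
Share of HSC-like cells (% of called cells, horizontal axis) in the P0 LSK libraries under 12 settings; points are shares and lines are exact 95% intervals. Ifnar-/- is above Ifnar+/- in each setting, by 2.95 to 33.9 percentage points.

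Lymphoid-primed-like cells made up 8.26% of the P0 LSK Ifnar-/- library and 38.8% of the Ifnar+/- library, a difference of -30.5 points that shrank in every other setting. Clusters of 2704 and 1551 cells, named on marker scores of 0.534 and 0.573, held 1297 and 668 of its 1974 Ifnar+/- cells and 244 and 32 of its 279 Ifnar-/- cells. The difference was -0.0786 points with a marker score of at least 1, -0.0590 at resolution 0.5, -0.481 at resolution 2, -0.118 with 50 components, -0.159 with 5% mitochondrial UMI and -0.0410 with doublets removed at an expected rate. In the other 5 settings it ran from -16.8 to -3.43 points. With doublets removed at an expected rate, monocyte progenitor-like cells, 0% in both libraries at first, made up 0.873% and 9.15%. Cells in unnamed clusters made up 13.9% of P0 LSK Ifnar-/- and 33.0% of P0 LSK Ifnar+/- cells there, so the libraries did not become alike. In P0 LK lymphoid-primed-like cells made up 16.7% and 19.1%, and the class was nearly absent there in some settings. In P14 LK they made up 32.3% and 30.5%, and in P14 LSK 71.1% and 72.8%; both differences lay within counting error. In P14 LSK the Ifnar+/- share ran from 6.88% to 77.9% over the settings, and 4 settings gave differences beyond counting error: -2.68 at resolution 2, -2.65 with 50 components, -2.02 without Ly6a and -1.93 with doublets kept. Neutrophil progenitor-like cells made up 22.3% of P0 LK Ifnar-/- and 19.8% of P0 LK Ifnar+/- cells, and 20.6% and 27.3% of the P14 LK libraries. These differences kept their signs in all 12 settings. In P0 LSK they made up 0.503% (17 cells) and 1.24% (63 cells), and the sign changed in 3 settings. Monocyte progenitor-like cells, absent from P0 LSK at first, appeared in those settings. They differed by -2.07 points at resolution 2, -1.24 with each age clustered on its own and -4.53 with 5% mitochondrial UMI. Renaming of cells cannot be told apart there from a change of direction. In P14 LSK neutrophil progenitor-like cells made up 0.957% and 0.934%, within counting error. Erythroid-like cells made up 35.1% of P0 LK Ifnar-/- and 32.1% of P0 LK Ifnar+/- cells, and 35.4% and 29.4% of the P14 LK libraries, with the same signs in all 12 settings. The P14 LK shares themselves ran from 17.0% to 36.0% in Ifnar-/- and from 12.3% to 29.5% in Ifnar+/- over the settings. In the LSK libraries erythroid-like cells made up 1.48% and 1.16% at P0, within counting error, and 0.547% and 0.999% at P14, where the sign changed between settings.

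Cells with at least 3 G2M list UMI, after thinning to 2000 UMI, made up 58.2% of P0 LK Ifnar-/- cells and 55.0% of P0 LK Ifnar+/- cells, a difference of 3.17 points (1.32 to 5.02). Without thinning this difference was -1.63 points, the largest change among alternatives for this pair and a change of sign. That setting does not hold depth equal. In it 96.5% of Ifnar-/- and 98.1% of Ifnar+/- cells passed, with median gene UMI of 37548.5 and 45963 per cell. The shares were 46.8% and 48.2% in P0 LSK, 47.8% and 47.9% in P14 LK, and 38.1% and 39.4% in P14 LSK, all within counting error. For P0 LSK, 3 alternatives lay beyond counting error with different signs: -4.64 points after thinning to 4000 UMI, -3.62 with at least 1 UMI and 1.31 without thinning. In HSC-like cells of P14 LSK the shares were 1.61% and 1.49%. In HSC-like cells of P0 LSK the shares were 48.7% in Ifnar-/- and 55.4% in Ifnar+/-, and the difference was -6.72 points (-9.29 to -4.14). In HSC-like cells of P0 LK it went the other way, 57.7% and 52.1%, a difference of 5.66 points (-0.0939 to 11.4).

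Among 40 combinations of tag and pair, 3 differed at least 1.5-fold between genotypes by share of tags. Reading tags per cell moved this count most, to 8, of which 1 was at exactly 1.5-fold, CD127 in P14 LSK with medians of 3 and 2, named after its value was seen. In P0 LSK the median CD201 tag was 99 per cell in Ifnar-/- and 28 in Ifnar+/-, and the median CD150 tag was 46 and 21. By share, CD201 made up 2.08% and 0.691% of tags, and CD150 2.24% and 1.10%. The remaining combination was SA_PE in P0 LK, with medians of 19 and 39 per cell. The median CD117 tag, which reads Kit protein, was 1003 and 688 in P0 LSK, and 764 and 717 in P0 LK. The features call 1 tag SA_PE without a target. By median per cell it had the largest LSK over LK fold of the 10 tags in each of the 4 groups, 11.7, 23.3, 21.8 and 31.9. By share of tags its folds were 3.59, 9.60, 3.56 and 4.35, again the largest but close to those of CD201 in P0 Ifnar-/-, P14 Ifnar+/- and P14 Ifnar-/-, 8.80, 3.12 and 4.09.

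**Figure D3:**
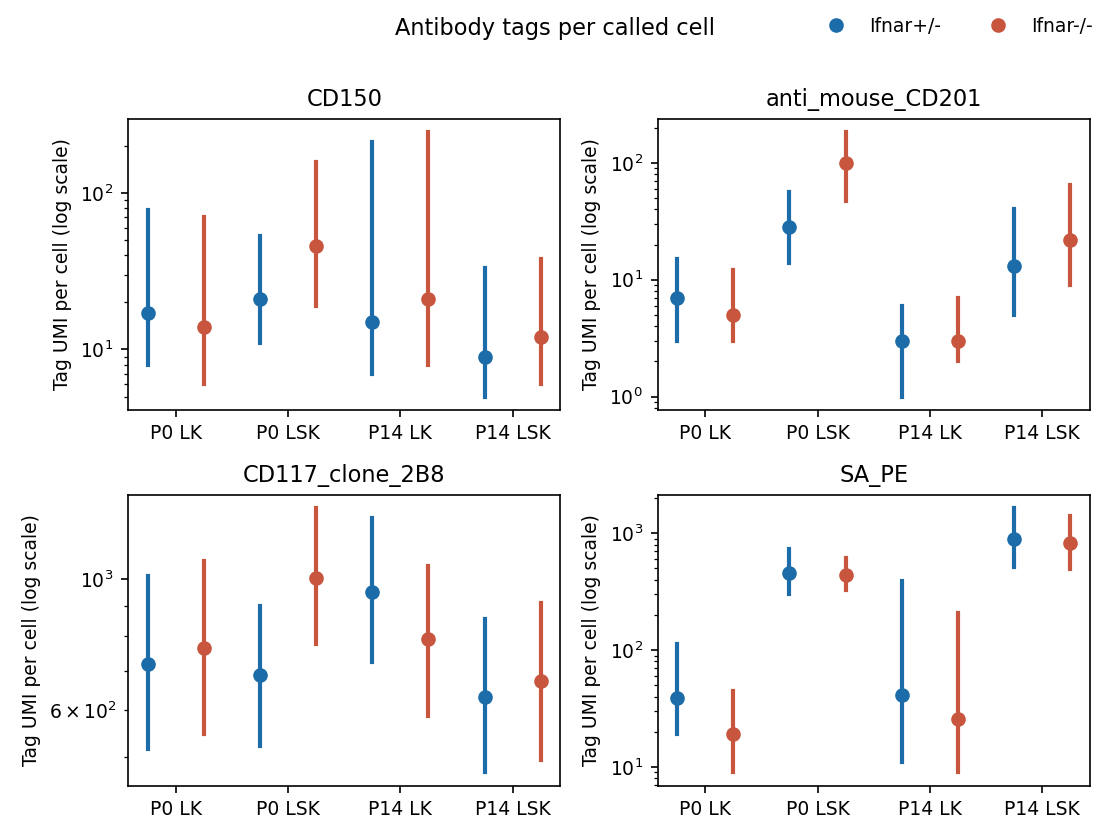
Tag UMI per called cell (vertical axis, log scale) for 4 of the 10 tags; points are medians and lines run from the lower to the upper quartile. In P0 LSK the CD201 median is 99 in Ifnar-/- and 28 in Ifnar+/-, and the SA_PE tag is higher in LSK than in LK in each group.

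Sex transcripts showed cells of both sexes in all 8 libraries. Cells with male transcripts made up 33.3% of P0 LK Ifnar+/-, 30.9% of P0 LK Ifnar-/-, 38.2% of P0 LSK Ifnar+/- and 34.0% of P0 LSK Ifnar-/- cells that carried either kind. At P14 they made up 66.7% of LK Ifnar+/-, 39.6% of LK Ifnar-/-, 65.3% of LSK Ifnar+/- and 41.1% of LSK Ifnar-/- cells. Sex makeup therefore differed between genotypes at P14. Xist had 464 CPM in P14 LK Ifnar+/- and 799.6 CPM in P14 LK Ifnar-/-. Ddx3y had 33.2 and 19.1 CPM.

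Of the fetal list, Igf2, H19, Meg3 and Plagl1 were higher in P0 LSK Ifnar-/- than in P0 LSK Ifnar+/-, with log2 ratios of 1.98, 1.84, 1.957 and 1.53. Igf2bp1 had 0.96, Dlk1 0.66, Igf2bp2 0.58, Lin28b 0.07 and Hmga2 0.00, and Igf2bp3 had -0.39. Within HSC-like cells the ratios of Igf2, H19 and Meg3 were 1.35, 1.30 and 1.33. In P0 LK the library ratios of these 3 genes were -0.70, -0.29 and 0.08. Of the hepatocyte list, Alb, Apoc3, Ttr, Serpina1a, Fgb and Fga had UMI in each P0 library and 0 UMI at P14, while Afp, Apoa1, Apoa2 and Ahsg had UMI at both ages. The list took 12.97, 11.4, 14.97 and 14.7 CPM of the P0 libraries in the order LK Ifnar+/-, LK Ifnar-/-, LSK Ifnar+/- and LSK Ifnar-/-, and 5.18, 5.07, 8.90 and 9.15 CPM at P14.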

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

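The test of Alb alone was chosen only after the result was seen.

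The interferon list moved in opposite directions with age in the 2 genotypes: it fell from P0 to P14 in both Ifnar+/- comparisons and rose in both Ifnar-/- comparisons. Per gene, the rise in Ifnar-/- exceeded that in Ifnar+/- by a median log2 ratio of 1.33 in LK and 0.93 in LSK. This difference between the groups was not tested, since each group had 1 library. Sex makeup alone was argued against: among cells with male transcripts the Ifnar-/- median still rose, by at least 0.20, although 23 of 64 genes fell in LSK. Shares of the named classes alone were argued against by HSC-like cells. There the Ifnar-/- medians rose by at least 0.79 and the Ifnar+/- medians fell, by 0.33 in LK and 0.24 in LSK. The fall was not clear in every class: in LK Ifnar+/- the median was -0.11 (-0.36 to 0.19) in erythroid-like and -0.21 (-0.46 to 0.25) in megakaryocyte-like cells. Makeup inside a class stays open, because HSC-like cells of the 2 ages lay in different clusters. A cluster of 2523 cells held 1112 of 1120 HSC-like cells of P14 LSK Ifnar-/- and 6 of 3004 of P0 LSK Ifnar-/-. Their shares with G2M list UMI were 1.61% and 48.7%. The most abundant list genes were an exception to the opposite directions in LK, since B2m, H2-K1, H2-D1, Ly6e and Psmb8 rose with age in both LK genotypes. A batch effect on single libraries cannot be told apart from age and genotype, since each library was 1 group. Nor can a difference in organ between P0 and P14 be told apart from age, since the labels name no organ. A change with age that depends on genotype, both of which the design names, stays open and untested.

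Alb, a liver transcript, appeared in barcodes of 100 UMI or fewer, which lie outside the called cells. It took 1.52 CPM in P0 LK Ifnar+/-, 2.09 CPM in P0 LK Ifnar-/-, 10.2 CPM in P0 LSK Ifnar+/- and 6.997 CPM in P0 LSK Ifnar-/-. These rested on 9, 14, 56 and 37 UMI, against 0 in all 4 P14 libraries. Free RNA in the droplets would give Alb a larger share there than in called cells. The ratio of these shares was 0.864 in P0 LK Ifnar+/-, and 1.63, 3.50 and 2.90 in the other P0 libraries. In both P0 LSK libraries the share was larger there beyond counting error. It was 10.2 CPM (7.70 to 13.2) against 2.91 in called cells of Ifnar+/-, and 6.997 CPM (4.93 to 9.64) against 2.41 of Ifnar-/-. In P0 LK the question stays open on 9 and 14 UMI. The intervals there, 0.693 to 2.88 and 1.14 to 3.51 CPM, include the 1.75 and 1.28 CPM of called cells. A larger share of free RNA does not exclude Alb inside some called cells. No biological explanation was tested.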

How the results depend on the processing

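The alternatives chosen only after the data were seen were doublets removed at an expected rate, a marker score of at least 1, clustering also without genes lower in Ifnar-/- at P0, and clustering also without Ly6a; the other tests of settings were not. A paired fit of genotype with age and fraction as blocks was left out, because the labels do not say whether the fractions share mice.

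The interferon list kept its direction in all 14 results under all 168 alternatives; 131 stayed and 37 moved. Values stayed when they lay within the first value's 95% interval (counts: within 1.5 times; tags: within 0.1 log2), and reversed only when a first value beyond that error changed sign. Of 33 alternatives for gene counts 24 stayed and 9 moved; of 176 for class shares 114 stayed, 48 moved and 14 reversed. Of 600 for named genes 450 stayed and 150 moved, of 12 for G2M cells 7 stayed, 4 moved and 1 reversed, and of 82 for tags 48 stayed and 34 moved. Of 32 for targeted and sort genes 25 stayed and 7 moved, and of 17 within classes 3 stayed and 14 moved. Counting also values within error of 0, the sign changed in 34 alternatives for class shares, 7 for G2M cells and 8 for tags. Depth limits genes with few UMI, which shrink most when 5 CPM is added.

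Adding 5 CPM shrank all ratios by construction. The genotype medians became -1.02 in P0 LK, -1.14 in P0 LSK, -0.34 in P14 LK and -0.48 in P14 LSK. The age medians became -0.26 in LK Ifnar+/-, 0.28 in LK Ifnar-/- and 0.14 in LSK Ifnar-/-. The fraction medians became 0.82 and 0.43 at P0 and 0.57 and 0.32 at P14, in Ifnar+/- and Ifnar-/-. The differences P14 minus P0 became 0.71 in LK and 0.65 in LSK. Counts of 2-fold genes fell from 32 to 3 for genotype, from 271 to 24 for age and from 1764 to 306 for fraction.

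The core list of 12 genes gave genotype medians of -5.10, -5.25, -2.14 and -2.36 in the same order. It gave age medians of -1.86 in LK Ifnar+/-, 1.18 in LK Ifnar-/- and -1.91 in LSK Ifnar+/-. It gave fraction medians of 1.69 at P0 Ifnar+/-, 1.55 at P14 Ifnar+/- and 1.23 at P14 Ifnar-/-, and differences P14 minus P0 of 2.67 in LK and 2.71 in LSK. By construction this list holds other genes.

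TMM factors shifted all log2 ratios by -0.12 to 0.05 for genotype, -0.16 to 0.02 for age and -0.41 to -0.19 for fraction; median-of-ratios factors by -0.15 to 0.05, -0.20 to 0.03 and -0.49 to -0.20. With TMM the list median was 0.50 for age in LK Ifnar-/-, 0.90 for fraction at P0 Ifnar+/- and 0.51 at P14 Ifnar-/-, and Ifnar1 was -0.20 in P0 LSK. With median-of-ratios the 3 list medians were 0.46, 0.85 and 0.47. These moves are the shift itself.

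Equal class weights gave list medians for age of -0.43 in LSK Ifnar+/- and 0.68 in LSK Ifnar-/-. They gave fraction medians of 0.23 and 0.33 at P0 and 0.25 and 0.22 at P14, in Ifnar+/- and Ifnar-/-. Shares of the named classes are what this setting removes.

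By construction, filters and thresholds changed how many genes could be counted. At least 200 UMI gave 19 genes for genotype and 157 for age, and at least 10 UMI gave 422 for age. A 1.5-fold threshold gave 52 for genotype, 753 for age and 3325 for fraction.

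For G2M cells, no thinning gave -1.63 points in P0 LK, a reversal from 3.17, and 1.31 in P0 LSK and 1.62 in P14 LSK. Thinning to 4000 UMI gave -4.64 points in P0 LSK, and at least 1 UMI gave -3.62. For these G2M values the cause was not tested. Tags per cell in place of shares gave 8 combinations in place of 3; the cause was not tested.

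Where a class was nearly absent, its sign says nothing about the first difference. Reversals of neutrophil progenitor-like cells in P0 LSK came in settings where a monocyte progenitor-like class, absent at first, was named there. Class shares below are differences in percentage points, Ifnar-/- minus Ifnar+/-, and the cause was not tested for any of them. At resolution 0.5, HSC-like cells gave -4.84 in P0 LK, 2.95 in P0 LSK and 1.43 in P14 LK. Lymphoid-primed-like cells gave 0.000470 in P0 LK, with 1 cell in each library, and -0.0590 in P0 LSK. Neutrophil progenitor-like cells gave -1.71 in P0 LSK, and erythroid-like cells reversed to 0.0293 in P14 LSK.

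At resolution 2, HSC-like cells gave -3.66 in P0 LK and 26.4 in P0 LSK, and lymphoid-primed-like cells gave -0.0746 and -0.481. Neutrophil progenitor-like cells reversed to 0.158 in P0 LSK, and erythroid-like cells gave -0.0282 in P14 LSK. At this resolution the cause was not tested.

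With 50 principal components, lymphoid-primed-like cells gave 0.000470 in P0 LK, again 1 cell in each library, and gave -0.118 in P0 LSK. With a marker score of at least 1 they gave 0.000470 in P0 LK, also 1 cell in each, -0.0786 in P0 LSK and 0.824 in P14 LSK. In both settings the cause was not tested.

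With each age clustered on its own, HSC-like cells gave -3.56 in P0 LK and 28.9 in P0 LSK, and lymphoid-primed-like cells gave -0.644 and -8.20. Neutrophil progenitor-like cells reversed to 0.0799 in P0 LSK and gave -0.410 in P14 LSK. Erythroid-like cells reversed to 0.00434 in P14 LSK. For this clustering the cause was not tested.

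Without genes lower in Ifnar-/- at P0, HSC-like cells gave -4.23 in P0 LK, 19.7 in P0 LSK, 1.07 in P14 LK and 0.373 in P14 LSK. Lymphoid-primed-like cells gave -0.00595 in P0 LK, -3.43 in P0 LSK and -0.828 in P14 LK. Neutrophil progenitor-like cells gave -1.91 in P0 LSK, and erythroid-like cells reversed to 0.0521 in P14 LSK. Without Ly6a, P0 LSK gave 16.3 for HSC-like, -9.18 for lymphoid-primed-like and -6.07 for neutrophil progenitor-like cells. For these 2 sets of genes the cause was not tested.

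With at most 5% mitochondrial UMI, HSC-like cells gave -4.23 in P0 LK, 18.4 in P0 LSK and 0.620 in P14 LK. Lymphoid-primed-like cells, nearly absent from P0 LK, gave 0.0419 there and -0.159 in P0 LSK and -1.20 in P14 LK. Neutrophil progenitor-like cells reversed to 0.105 in P0 LSK. Erythroid-like cells gave 1.21 in P0 LK and reversed to 0.0566 in P14 LSK. For this filter the cause was not tested.

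With barcodes down to 2000 UMI, HSC-like cells gave 30.3 in P0 LSK, and lymphoid-primed-like cells gave -0.455 in P0 LK and -9.43 in P0 LSK. Neutrophil progenitor-like cells gave -1.37 in P0 LSK. Erythroid-like cells gave 3.43 in P14 LK and reversed to 0.0968 in P14 LSK. For this threshold the cause was not tested.

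With doublets kept, P0 LSK gave 25.7 for HSC-like, -16.8 for lymphoid-primed-like and -7.25 for neutrophil progenitor-like cells, and erythroid-like cells reversed to 0.00544 in P14 LSK. With doublets removed at an expected rate, HSC-like cells gave 28.7 in P0 LSK. Lymphoid-primed-like cells, nearly absent at P0, gave 0.0188 in P0 LK and -0.0410 in P0 LSK, -0.997 in P14 LK and 0.265 in P14 LSK. Neutrophil progenitor-like cells gave -0.00598 in P0 LSK. For both doublet settings the cause was not tested.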

Other observations

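The tests of mixing between genotypes, of the HSC-like share, and of how often Ifnar1 neighbours were higher were chosen only after the result was seen.

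The interferon list was lower in Ifnar-/- in all 4 pairs. Sex makeup was argued against, since the list median was -0.79 or lower in cells with male and with female transcripts of each pair. Class makeup was argued against by HSC-like cells, where no pair had a median above -0.78. Depth was argued against by thinning every cell to 7000 UMI, after which no median was above -0.74. Some list UMI remained in the Ifnar-/- libraries, and mixing was tested as a source of these, not of the lower list. Mixing of Ifnar+/- cells or RNA into the Ifnar-/- libraries would leave list genes at about the same share of their Ifnar+/- level. The 10th percentile of that share was at most 12.2% over the 4 pairs, while the medians were 25.7% in P0 LK, 32.3% in P0 LSK, 64.9% in P14 LK and 61.8% in P14 LSK. Loss of receptor signalling, the difference the design names, stays open as a hypothesis for the lower list, found and tested on the same data with 1 library per group.

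The P0 LSK Ifnar-/- library held a larger HSC-like share than its Ifnar+/- partner. The calling threshold was argued against by a difference of 30.3 points with barcodes down to 2000 UMI kept. That value rests in part on an HSC-like cluster with a median of 3035 UMI. This cluster held 875 P0 LSK Ifnar-/- and 9 P0 LSK Ifnar+/- barcodes. Clustering alone was argued against as the source of the direction, since the 6 HSC markers were higher in the library sum by a median log2 ratio of 1.12. Naming stays open. These markers also name the class, and their sum also rises where each cell holds more of them. The size depended on clustering, from 2.95 to 33.9 points over 12 settings. A different Kit gate was argued against: among Ifnar+/- cells with CD117 tags at or above the 5th percentile of the Ifnar-/- library, 56.8% (55.2 to 58.3) were HSC-like, against 89.0% in Ifnar-/-. Interferon-raised Sca1 could bring other progenitors of Ifnar+/- mice into the gate. The LSK over LK list median of lymphoid-primed-like cells would then exceed that of HSC-like cells by more in Ifnar+/-. The excess was 0.25 in Ifnar+/- and 0.42 in Ifnar-/-, a difference of -0.17. After adding 5 CPM the larger excess was in Ifnar+/-. The lymphoid-primed-like and HSC-like medians were then 0.254 and 0.055 in Ifnar+/-, and 0.217 and 0.103 in Ifnar-/-. Sca1, naming and a true change in makeup cannot be told apart. The order of the excesses depended on this setting, and some of the clusters that define these classes are themselves led by interferon genes.

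Neutrophil progenitor-like cells were fewer in the same library, 17 against 63 cells, a difference that changed sign in 3 settings. In those settings a monocyte progenitor-like class, absent at first, was named. The 7 neutrophil progenitor markers had a median log2 ratio of 0.075 in the library sum, with 4 higher and 3 lower. Naming and clustering therefore stay open as a source. With barcodes down to 2000 UMI kept the difference was -1.37 points, which argued against the calling threshold. A different Kit gate had the pattern it needs: the 5th percentile of the CD117 tag was higher in Ifnar-/- by a log2 ratio of 0.60 in P0 LSK and 0.09 in P0 LK, a difference of 0.52. Among Ifnar+/- cells above that limit the share was 1.05% (0.753 to 1.43), still above 0.503%, so the gate did not account for all of it. For Sca1, these cells exceeded LK by 0.33 more in the interferon list than any other class with 50 cells, but by 0.75 less in Ly6a than erythroid-like cells. Sca1 cannot be told apart from the others, because the 2 values point in opposite directions on 63 cells.

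Hepatocyte list transcripts were found in the P0 libraries. Their share in barcodes of 100 UMI or fewer over that in called cells was 0.987, 1.49, 2.38 and 1.92 in P0 LK Ifnar+/-, P0 LK Ifnar-/-, P0 LSK Ifnar+/- and P0 LSK Ifnar-/-. In called cells 30.1% to 38.2% held at least 1 UMI, and the top 1% of cells held 10.4% to 12.2% of the UMI. The share in these barcodes was larger beyond counting error in P0 LK Ifnar-/-, 17.0 CPM (14.1 to 20.5) against 11.4 in called cells. The same held in P0 LSK, with 35.7 CPM (30.9 to 41.0) against 14.97 in Ifnar+/- and 28.2 CPM (23.8 to 33.1) against 14.7 in Ifnar-/-. In P0 LK Ifnar+/- it was not, with 12.8 CPM (10.1 to 16.0) against 12.97, so free RNA stays open there. A larger share of free RNA does not exclude low expression in the cells. No biological explanation was tested.

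Genes near Ifnar1 changed in the same direction in all 4 pairs more often than others, 20 of 87 or 23.0% (14.6 to 33.2), against 13.8% of 12050 genes. A chromosomal region carried along with the knockout allele has the pattern it needs there. For genes higher in Ifnar-/- alone, 10 of 87 neighbours or 11.5% (5.65 to 20.1) were higher in all 4 pairs, against 8.42% of all genes. Such a region cannot be told apart from other sources of the higher genes, because this interval includes the level of all genes. None of the higher genes named by the rule, Trib3, Cdk5rap1, Zmat3, Skap1 and Wtip, was among the 87 neighbours.

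The SA_PE tag had no stated target. If it followed Sca1, Ly6a would rank among the genes that correlate most with it across cells. Ly6a ranked 8, 54, 1, 35, 46, 76, 2 and 4 in P0 LK, P0 LSK, P14 LK and P14 LSK, with Ifnar+/- before Ifnar-/- in each. These ranks were among 9900 to 10796 genes per library, so all lay near the top. Ly6a ranked 4 or better in 3 libraries and 35 or worse in 4. Sca1 cannot be told apart from another target, because other genes ranked above Ly6a in all libraries except P0 LSK Ifnar+/-. The RNA of Ly6a also need not follow the protein.

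The rise of Igf2, H19, Meg3 and Plagl1 of the fetal list in P0 LSK Ifnar-/- and the unequal sex makeup at P14 are values without a test of their own. With barcodes down to 2000 UMI kept, a cluster of 888 barcodes with HSC markers and a median of 3035 UMI appeared, of which 875 came from P0 LSK Ifnar-/-.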
